A study of Gallus gallus with 18 samples.

How the data were processed

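Poly(A)-enriched RNA from pooled trigeminal ganglia of wild-type chick embryos was sequenced at 3 developmental stages, with 3 biological replicates per stage and 2 technical replicates of each, which makes 18 libraries. Per the labels, the technical replicates of each pool were run on lanes 7 and 8, so that every pool was present on each lane. Stages are numbered by the Hamburger-Hamilton (HH) series, which orders chick embryos by their external form. They were HH13-14, HH15-16 and HH17-18.

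The authors deposited a table of whole-number counts per gene for the 18 libraries, with an identifier and, for part of the genes, a symbol. Neither the labels nor the table state the aligner, the counting program, the genome build, whether strand was used, or whether reads or fragments were counted. The values were therefore taken as unnormalized counts of an unstated kind. Gene names were taken from the deposited table, and no coordinates are given because no build is named. Genes that share reads with a near-identical copy, such as the globin genes, and overlapping or antisense genes are uncertain for the same reason. All 18 columns were matched to samples by name, and 0 columns of per-sample values were left unused.

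Counts of the technical replicates were summed, so that n = 3 biological replicates per stage. The agreement of technical replicates was tested by a chi-square test over genes. Genes were kept by filterByExpr of edgeR 4.0.16 in R 4.3.3, which left 17724 of 30108 genes. Library sizes were scaled by TMM, the trimmed mean of M-values, and CPM values, counts scaled to a common library size, were computed with these scaled sizes. All 9 replicates entered a single quasi-likelihood fit in edgeR (glmQLFit and glmQLFTest) without covariates. The tests were the effect of stage, each pair of stages, and the difference between the later step and the earlier step. The threshold was a Benjamini-Hochberg adjusted p-value of 0.05 over all genes tested. All edgeR tests were two-sided. The standard error (SE) of a log2 fold change is the one implied by its test statistic. The principal components used the 500 genes with the largest variance of log2 CPM.

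A set of 15 gene lists with 214 genes was written before the data were examined, as were the groups, the tests and 22 alternative settings, 9 of which each left out 1 replicate. In the table, 190 of the 214 symbols were found, and 184 passed the filter. The score of a list was the mean log2 CPM of its members at a prior count of 2, for lists with at least 3 members kept. Scores were compared by an exact permutation test of the F statistic over all 1680 assignments of 9 replicates to stages, with Benjamini-Hochberg adjustment over the 15 lists. The smallest p this test can give is 0.00357.

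Genes were named by a rule fixed before the data were examined. For HH17-18 against HH13-14 the rule took the 5 largest log2 fold changes in each direction, and for each consecutive step the 3 largest in each direction. A named gene had a symbol, an adjusted p under 0.05, a mean of at least 5 CPM at the stage where it was higher, and all 3 replicates of the higher stage above all 3 of the lower one. For the difference between steps the rule asked for steps of opposite sign. Members of the gene lists could also be named. LIN28A was outside the rule and was chosen after its values were seen. CCDC3 met the rule for the pairs of stages but not for the difference between steps, for which it is named as the single gene past the threshold. The position of HH15-16 along the change was an analysis also chosen after the data were seen.

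The alternatives were DESeq2 size factors, the DESeq2 1.42.0 test, no filter on low counts, at least 10 counts in every replicate, each lane alone, the 18 libraries as separate samples, the replicate number as a block, an adjusted p threshold of 0.01, an absolute log2 fold change of at least 1, fits of the 2 stages compared, and fits that left out each replicate in turn. The DESeq2 test was run on all genes with a count, with the size factors and filter of DESeq2, so it differed from edgeR in more than the test. A prior count of 0.5 and the median over members were alternatives for the list scores. Replicate numbers were taken from the labels, which number the biological replicates 1 to 3 at every stage. They give no sign that pools with the same number at different stages were related. A further 4 settings were added after the data had been seen, namely halved counts, limma 3.58.1 voom with sample weights, and a neural tube score as a covariate, centred within stages or not. The version that was not centred was chosen after the centred result was seen.

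The edgeR procedure was tested on simulated counts with the means and library sizes of the real replicates, in which 200 genes were changed at HH17-18 by a log2 fold change of 1 in either direction. Of 17515 simulated genes kept by the filter, 195 were changed ones, of which 66.7% were recovered for HH17-18 against HH13-14 and 32.3% for the difference between steps. False calls made up 5.1% and 3.1% of the calls in these tests. The pair of stages with no simulated change gave 0 calls. All simulated stages had the same spread between pools at a given mean count. The real biological coefficient of variation was 12.3% at HH13-14, 24.8% at HH15-16 and 21.3% at HH17-18. The simulated rates may therefore not hold for the real data.

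Replicate totals were 53458986 to 68083147 counts, so that counting error was small against the spread between pools except for genes of low count. The spread between 3 pools per stage set the precision of the comparisons. Gene length and GC content were not analysed here. Plots were drawn with matplotlib 3.10.9.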

Results

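The trigeminal ganglion is a sensory ganglion of the head whose cells come from the neural crest and from ectodermal placodes. Its transcripts were profiled in chick embryos of 3 successive stages, HH13-14, then HH15-16, then HH17-18, and each stage had 3 pools of ganglia. The 18 libraries held 26505315 to 34424153 counts each, and the 9 pools, after the technical replicates were summed, held 53458986 to 68083147. Each library had counts for 19949 to 20850 genes, and its 10 largest genes took 5.64% to 6.67% of the counts.

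Technical replicates of a pool differed far less than pools of the same stage. The chi-square statistic per degree of freedom was 2.16 to 2.35 over the 9 technical pairs, against 8.64 to 47.2 over 9 pairs of different pools compared within a stage on lane 7. The technical pairs were thus not within Poisson noise of the counts as deposited, and they were summed because the labels name them technical replicates. Correlations of log2 CPM between pools ranged from 0.987 to 0.991 within HH13-14, from 0.976 to 0.986 within HH15-16 and from 0.982 to 0.985 within HH17-18. Between stages they ranged from 0.964 to 0.988, and those between HH15-16 and HH13-14, from 0.980 to 0.988, were as high as within HH15-16. The biological coefficient of variation was 12.3% at HH13-14, 24.8% at HH15-16, 21.3% at HH17-18 and 20.2% in the fit of all stages.

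The first principal component held 43.7% of the variance of the 500 most variable genes. All 3 pools of HH17-18 lay above those of HH13-14 on it, with scores of 15.5 to 27.9 against -19.8 to -14.3. The pools of HH15-16 were spread from -23.2 to 9.77, and replicate 1 of this stage lay beyond all pools of HH13-14.

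**Figure D1:**
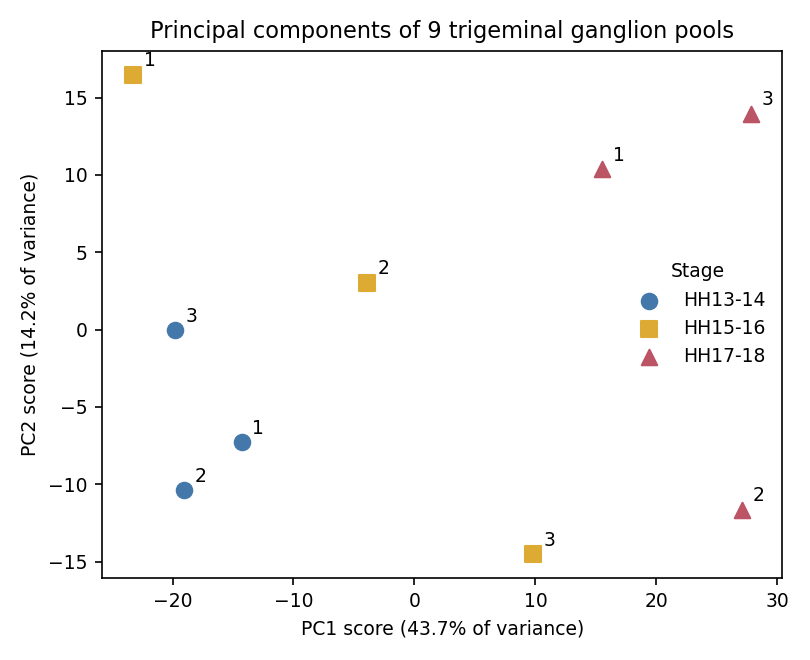
Scores of the 9 pools on the first principal component (x axis, 43.7% of variance) and the second (y axis, 14.2%), computed from log2 CPM, with colour and shape for stage and the replicate number beside each point. The pools of HH13-14 and HH17-18 are apart on the x axis, and those of HH15-16 run from -23.2 to 9.77.

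The first question was which transcripts changed over the 3 stages. The edgeR quasi-likelihood test of the stage effect gave 230 genes of 17724 at an adjusted p under 0.05. This count depended on the procedure and on the replicates. The DESeq2 test, which also used its own gene filter and size factors, gave 1371 genes, while edgeR with no filter gave 530. The 18 libraries taken as separate samples gave 4522, which treats technical replicates as independent, and fits without 1 replicate gave 23 to 606. Among the 230 genes, 227 were also past the threshold between HH17-18 and HH13-14.

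The earlier step, from HH13-14 to HH15-16, gave 0 genes higher and 0 genes lower in edgeR. At an unadjusted p under 0.05 there were 938 genes higher and 858 lower, 1796 in all, where 886 are given by chance over the genes tested. The smallest adjusted p was 0.0617, the value of LIN28A. With DESeq2, 58 genes were higher and 45 lower.

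The later step, from HH15-16 to HH17-18, gave 3 genes higher and 11 lower in edgeR, against 174 and 171 in DESeq2. All 14 were also past the threshold between HH17-18 and HH13-14. The named genes that rose were TNFAIP6 (ENSGALG00010009793), HGF (ENSGALG00010010439) and GDF10 (ENSGALG00010020976). TNFAIP6 rose from 0.763 ± 0.220 CPM to 6.73 ± 2.33 CPM (SD, n = 3), a log2 fold change of 3.13 (SE 0.35, edgeR adjusted p 0.0123). GDF10 rose from 3.03 ± 0.285 to 8.94 ± 0.977 CPM, a log2 fold change of 1.56 (SE 0.18, edgeR adjusted p 0.0141), and HGF by a log2 fold change of 2.03 (edgeR adjusted p 0.0201). The genes that fell were BPIFB6 (ENSGALG00010015502), CCDC3 (ENSGALG00010005368) and WNT16 (ENSGALG00010001305), with log2 fold changes of -2.61, -2.20 and -1.82. Their edgeR adjusted p-values were 0.0123, 6.85e-05 and 0.0123. CCDC3 kept its side of the threshold in all 19 alternatives run for this step. HGF lost it in 7 of 19, GDF10 in 4, TNFAIP6 and WNT16 in 3 each, and BPIFB6 in 2. In the fit of the 2 stages compared, all of these but CCDC3 missed the threshold, with edgeR adjusted p-values of 0.116 to 0.169.

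Over the whole interval, from HH13-14 to HH17-18, 425 genes were higher and 375 lower in edgeR. Of these 800 genes, 131 had no symbol. DESeq2 gave 1037 higher and 747 lower, and shared 799 of the 800. Leaving out a pool of HH13-14, the stage with the smallest spread, gave 98 to 120 genes, and leaving out a pool of HH17-18 gave 177 to 649. Leaving out replicate 1 of HH15-16, which is in neither arm but enters the shared estimate of spread, gave 1508, with a biological coefficient of variation of 18.0% against 20.2%.

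Among the genes that rose, HGF went from 2.04 ± 0.240 to 23.5 ± 9.42 CPM (SD, n = 3), a log2 fold change of 3.52 (SE 0.28, edgeR adjusted p 0.000569). PI15 (ENSGALG00010003552) went from 7.36 ± 0.335 to 113 ± 53.0 CPM and EDNRB2 (ENSGALG00010012311) from 1.23 ± 0.346 to 18.0 ± 3.91 CPM. Their log2 fold changes were 3.94 (SE 0.46, edgeR adjusted p 0.00402) and 3.87 (SE 0.52, edgeR adjusted p 0.00588). OSR2 (ENSGALG00010011297) and CSF1R (ENSGALG00010016804) rose by log2 fold changes of 3.55 and 3.31, with edgeR adjusted p-values of 0.0169 and 0.0365. They lost the threshold in 4 and 5 of 19 alternatives. CSF1R had a large spread, with 26.6 ± 16.7 CPM at HH17-18.

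Among the genes that fell, BPIFB6 went from 12.9 ± 3.24 to 0.956 ± 0.330 CPM (SD, n = 3), a log2 fold change of -3.76 (SE 0.30, edgeR adjusted p 0.000569). CYP26C1 (ENSGALG00010017781) went from 131 ± 13 to 18.9 ± 3.11 CPM, a log2 fold change of -2.79 (SE 0.27, edgeR adjusted p 0.00168). GAL (ENSGALG00010025881), CCDC3 and SPINK5 (ENSGALG00010014696) had log2 fold changes of -2.38, -2.22 and -2.17, with edgeR adjusted p-values of 0.00467, 3.11e-05 and 0.0334. SPINK5 lost the threshold in 5 of 19 alternatives.

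LIN28A (ENSGALG00010016718), chosen after its values were seen, had the smallest adjusted p of this comparison. It fell from 577 ± 8.30 CPM at HH13-14 to 352 ± 34.8 at HH15-16 and 177 ± 13.5 at HH17-18 (SD, n = 3). Its log2 fold changes were -0.71 for the earlier step (edgeR adjusted p 0.0617), -0.99 for the later step (edgeR adjusted p 0.0017) and -1.70 over the interval (SE 0.08, edgeR adjusted p 1.69e-05).

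**Figure D2:**
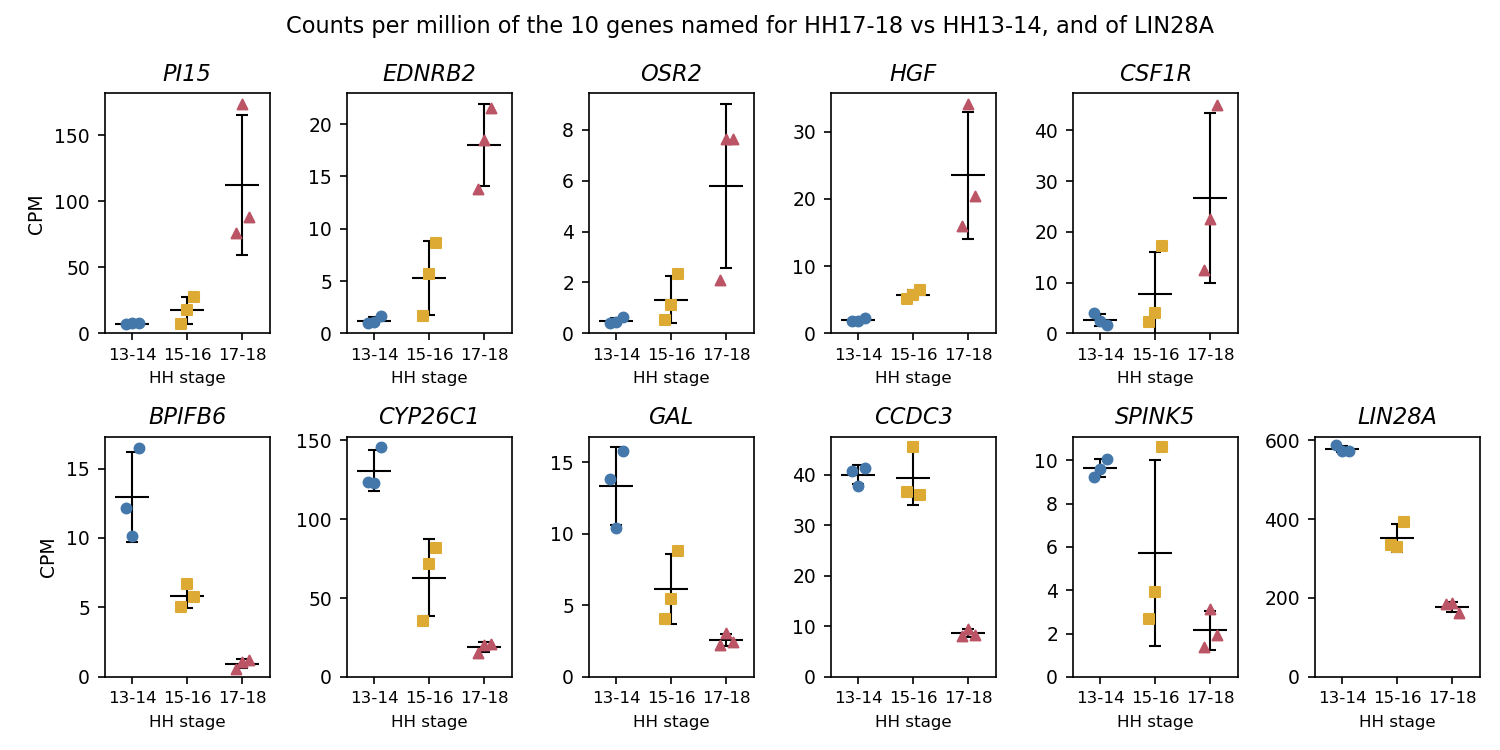
CPM (y axis, linear from 0) by HH stage (x axis) in the 9 pools for the 5 genes that rose and the 5 that fell by the naming rule, and for LIN28A, chosen after its values were seen. Each point is a pool, horizontal marks are means and bars are 1 SD (n = 3). LIN28A went from 577 to 352 to 177 CPM, while CCDC3 had 39.4 CPM at HH15-16 and 8.61 CPM at HH17-18.

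For the 800 genes past the threshold over the interval, HH15-16 lay at a median of 44.5% of the change in log2 CPM. The genes were selected for a large difference between the outer stages, which favours a value of HH15-16 between them, and no unselected set was compared. The median was 34% in replicate 1, 49.3% in replicate 2 and 50.1% in replicate 3. The test of the difference between the steps gave 1 gene past the threshold, CCDC3, whose later step exceeded the earlier one by -2.17 (log2, edgeR adjusted p 0.00826), and 773 genes at an unadjusted p under 0.05, fewer than the 886 given by chance. The log2 fold change of CCDC3 was -0.02 for the earlier step and -2.20 for the later step.

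The gene lists were used to ask whether sets of markers of neurons, neural crest, placode and adjacent tissues moved together. No list score passed an adjusted p of 0.05 over the 15 lists, but a single list at the smallest permutation p has an adjusted p of 0.0536, so that no list could pass alone. The exact permutation p was smallest, at 0.0179 (adjusted 0.134), for neuronal cytoskeleton and vesicle genes, whose score rose by 0.54, and for neurotrophic receptors, whose score rose by 0.83. Without 1 replicate the rise ran from 0.289 to 0.668 for the former and from 0.621 to 1.04 for the latter. The score of blood genes, for which 5 of 15 members written could be scored, rose by 1.00 (exact permutation p 0.0821, adjusted 0.246). The neural crest score moved by -0.23 and the placode score by -0.17, with exact permutation p-values of 0.414 and 0.679.

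**Figure D3:**
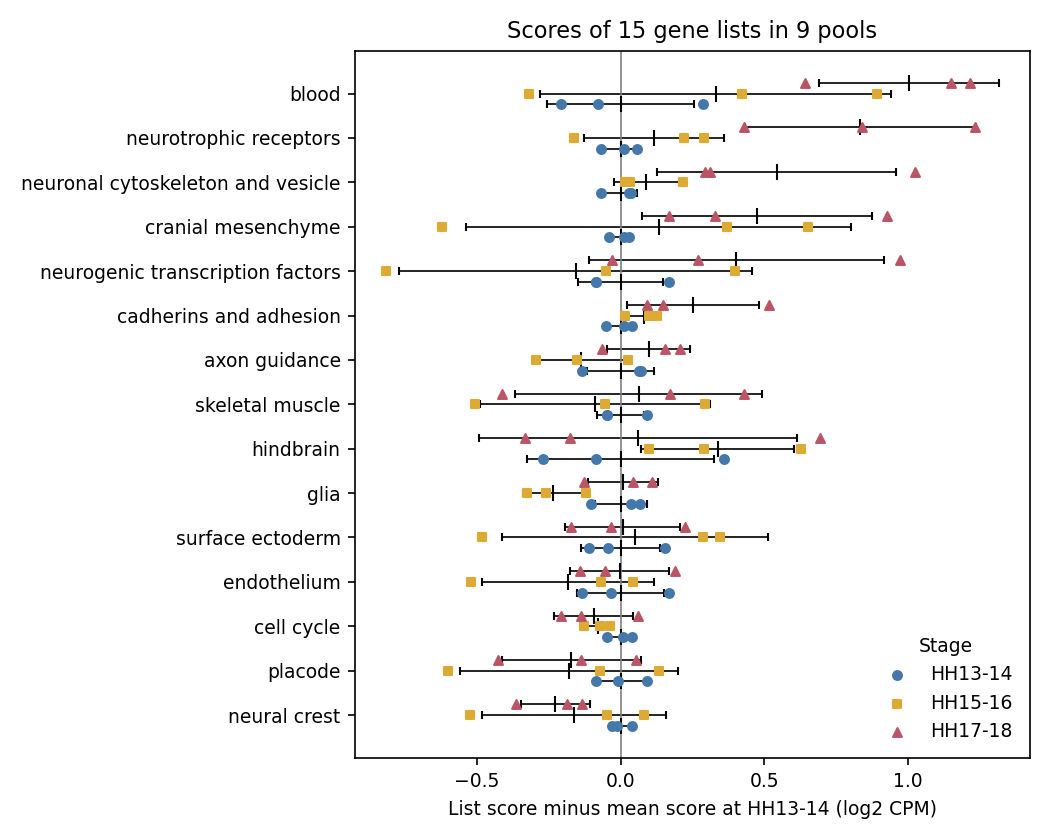
Score of each of 15 gene lists in each pool, minus the mean score at HH13-14 (x axis, log2 CPM), with 1 line of points per stage and bars of mean ± SD (n = 3). Blood, neurotrophic receptor and neuronal cytoskeleton lists had the largest shifts at HH17-18, of 1.00, 0.83 and 0.54. None passed the adjusted threshold, which a single list could not pass alone.

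By gene, 27 of the 184 list genes tested were past the threshold over all genes between HH17-18 and HH13-14, with 19 higher and 8 lower. Adjusted over the list genes alone, 58 were, with 42 higher and 16 lower. NTRK2 rose by a log2 fold change of 2.64 (edgeR adjusted p 0.00985), and lost the threshold in 2 of 19 alternatives. DLX5 and DLX6 fell, with log2 fold changes of -1.80 (edgeR adjusted p 0.00467) and -2.09 (edgeR adjusted p 0.00263). For TUBB3, SOX10, NEUROD1, ISL1 and POU4F1 the log2 fold changes were 0.14, -0.32, -0.41, 0.09 and 0.22, with edgeR adjusted p-values of 0.608, 0.676, 0.666, 0.935 and 0.83. These 5 were named from the lists after their values were seen, and differed by less than the test could separate from the spread between pools.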

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

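The test of CCDC3 against a neural tube share and that between lanes were chosen after its result was seen. CCDC3 stood out because its change differed between the stage steps by a test of that difference itself. The later step minus the earlier one was -2.17 (log2, edgeR adjusted p 0.00826), with 3 of 3 pools of HH17-18 below all pools of the earlier stages. Over 18 alternatives this value ran from -2.35 to -1.93 and its adjusted p from 2.13e-17 to 0.0672. The adjusted p was above 0.05 in the 3 fits that each left out a pool of HH13-14. With a neural tube score as a covariate the value was -2.24, farther from 0, so that this adjustment removed none of it. That argues against a share of that tissue, as far as the score measures it, as the source. The lanes differed by 0.334 in the value, but every pool was on each lane, so this comparison could not have shown a lane effect as the source. Among 100 regroupings of the pools, each with every replicate number once per group and the real one included, 14 gave at least 1 gene for the difference between steps. These regroupings mix pools of different stages or take another group as the middle one, so the real stages in another order can be among them. They also count any gene, not one with a difference as large as that of CCDC3. They thus bear on the number of genes and not on CCDC3 itself. Gene length, GC content and reads shared with other genes were not tested, so no biological explanation is preferred.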

How the results depend on the processing

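Of 190 recomputed gene counts, 99 stayed within 1.5 times the reported one and 91 did not. The causes were not tested, except where stated. Of 254 recomputed list scores 19 reversed. None crossed the threshold, which shows no stability for the 15 lists, since no list could pass it alone. Of 1025 recomputed log2 fold changes, 11 reversed, 179 fell short of the threshold, 7 newly passed it and 828 kept their direction and side.

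Stage effect genes (230) were 1371 with the DESeq2 test, 530 with no filter, 4522 with 18 libraries as samples, 18 at an adjusted p under 0.01, 132 at an absolute log2 fold change of at least 1, and 23 to 606 without 1 replicate. For HH17-18 against HH13-14 (425 higher, 375 lower) the counts were 1037 and 747 with DESeq2, 2400 and 2151 with 18 libraries, 27 and 59 at 0.01, 273 and 120 at a log2 fold change of 1, 765 and 625 in the fit of 2 stages, and 27 to 786 and 69 to 722 without 1 replicate. Without a pool of HH13-14, 98 to 117 of the 800 genes were shared, and without a pool of HH17-18, 170 to 511.

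For the later step (3 higher, 11 lower) the counts were 174 and 171 with DESeq2, 24 and 38 with no filter, 750 and 692 with 18 libraries, 0 and 3 on lane 7, 5 and 11 on lane 8, 0 and 2 at 0.01, 0 and 1 in the fit of 2 stages, and 0 to 19 and 3 to 23 without 1 replicate. For the earlier step (0 and 0, with 938 and 858 at an unadjusted p under 0.05) they were 58 and 45 with DESeq2, 834 and 844 with 18 libraries, 0 and 2 with no filter, 0 and 1 on lane 8, and 0 to 2 and 0 to 1 without 1 replicate. The difference between steps (1 gene) gave 9 genes with DESeq2, 157 with 18 libraries and 0 to 2 without 1 replicate.

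Of the 4 settings chosen after seeing the data, halved counts, which scale every gene alike and could move little, kept every gene count within 1.5 times the reported one. The other 3 did not. With voom and sample weights, where replicate 1 of HH15-16 had a weight of 0.334, there were 998 stage effect genes, 937 higher and 807 lower over the interval, 6 higher and 13 lower for the later step, and 0 higher and 2 lower for the earlier one. The neural tube score as a covariate gave 511 stage effect genes, 544 higher and 575 lower over the interval, 19 higher and 43 lower for the later step, and 0 higher and 2 lower for the earlier one. Centred within stages, it gave 943 stage effect genes, 906 higher and 812 lower over the interval, 86 higher and 68 lower for the later step, and 0 higher and 3 lower for the earlier one. The centred fit was seen before the other was chosen.

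With the replicate number as a replicate block, the interval gave 469 genes higher and 407 lower, the stage effect 334 and the later step 5 higher and 12 lower. The deviations of same-numbered pools from their stage means had a mean r of 0.066 over 9 pairs, ranging from -0.063 to 0.303. Pairs of different numbers had a mean r of -0.033 over 18 pairs, ranging from -0.399 to 0.322. Centring within stages ties these means to each other, and their difference was not tested. The biological coefficient of variation was 18.4% with the block, against 20.2% in the reported fit. Whether same-numbered pools were related is thus not settled. The log2 fold change of ISL1 reversed to -0.051 with the block.

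The reversed list scores were 0.275 for placode, and -0.113 for glia, with the median over members, -0.00048 for glia and -0.00161 for surface ectoderm with DESeq2 size factors, 0.00536 for endothelium on lane 7, and -0.0749 on lane 8 and -0.0244 with no filter for hindbrain. Without 1 replicate the scores ran from -0.0561 to 0.288 for glia, -0.0999 to 0.0801 for endothelium, -0.132 to 0.301 for skeletal muscle, -0.103 to 0.0827 for surface ectoderm and -0.269 to 0.259 for hindbrain. Each of these fits reran the gene filter, which can change the members scored. Without a pool of HH15-16, which is in neither arm, the glia score was 0.134 to 0.145. It was 0.14 with no filter and 0.0079 in the reported fit, so its range may not reflect the replicates alone. Among genes, the fits without 1 replicate gave -0.547 to 0.545 for POU4F1, -0.426 to 0.405 for ISL1, -0.033 to 0.254 for TUBB3 and -0.143 to 0.037 for the earlier step of CCDC3. That step was 0.052 on lane 7 and 0.042 with voom, and ISL1 was -0.035 with the neural tube covariate.

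Other splits of the pools were compared with the real ones where they parted all same-numbered pairs. The real stages gave the most stage effect genes of 36 regroupings (1 of 36 gave as many, the next 118). For pairs of stages, fitted alone, 1 of 4 splits gave as many as the real 1390 genes for HH17-18 against HH13-14. It was also 1 of 4 for the later step (1 gene), and 4 splits are too few for a share under 0.05. The earlier step gave 4 of 4, which its real count of 0 genes fixed in advance. The 6 splits that kept pairs together gave at most 0, 3 and 0 genes.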

Other observations

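In this part, the hypotheses and their gene lists were written after the stage comparisons had been seen. Of the 10 tests of an explanation run for the closing section, 4 were chosen after the result they measure was seen. These were the pair for CCDC3 and the covariate tests of LIN28A and of the let-7 score.

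The spread between pools within a stage was uneven, and replicate 1 of HH15-16 was the farthest pool. The first component of log2 CPM centred within stages held 32.5% of the variance, with scores of 50.3, -13.98 and -36.3 in the 3 pools of HH15-16 and 24.005, -33.1 and 9.09 in those of HH17-18, against -3.36 to 3.30 in those of HH13-14. Its Pearson r with the score of a neural tube list (27 of 32 genes scored, written before this value was seen) was 0.879 (exact permutation within stages, p 0.111, adjusted 0.432 over 4 measures). Spearman's rho was 0.80 (p 0.111, adjusted 0.401), and r was 0.685 without the 2 farthest pools. These were the 2 pools farthest from the median of the measure, not of the component, and were chosen anew for each measure. For the neural tube score they were replicate 1 of HH15-16 and replicate 2 of HH17-18, also left out in the neural crest comparison below. The other measures gave an r of -0.609 for blood genes (p 0.324, rho -0.517, p 0.301, -0.227 without the 2 farthest), -0.431 for the share of the 10 largest genes (p 0.315, rho -0.50, p 0.222, 0.023 without them) and 0.017 for library size (p 0.958, rho 0.067, p 0.875, -0.212 without them). The adjusted p of these 3 r values was 0.432, 0.432 and 0.958, and that of their rho 0.401, 0.401 and 0.875. Each pool was on each lane, so lanes are not a batch here. A varying share of adjacent neural tube in the dissected pools is a candidate explanation, but none of the 4 measures passed the test. Library size showed no sign of a relation, and for the other 3 measures the 9 pools do not settle it. The neural tube and neural crest scores were opposed, with an r of -0.766 (p 0.167; rho -0.65, p 0.204; -0.514 without the 2 farthest), which also did not pass. No biological explanation was tested.

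Even values were in excess among low counts, at 68.7% of counts from 1 to 10, 57.8% from 11 to 20 and 49.9% above 100 and up to 200. The chi-square statistic per degree of freedom between technical replicates had a median of 2.24, where Poisson counts give a value near 1. This is consistent with a count that took both mates of most read pairs, a candidate explanation that the labels do not settle. Halved counts gave 1.083 to 1.177 over the 9 technical pairs, still above 1 in each (chi-square p up to 1.73e-12). Counting both mates would thus not account for all of the excess. Other sources of extra variance between technical replicates were not tested, and no biological explanation was tested.

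The mean of LIN28A fell at each step. The earlier step was not past the threshold in the reported fit (edgeR adjusted p 0.0617) or in 13 of 19 alternatives (edgeR adjusted p up to 0.405), and the later step lost it in the fit of the 2 stages (edgeR adjusted p 0.064). Its product is known to block the maturation of let-7 microRNAs, so a list of 12 let-7 targets was written and tested. The idea came from LIN28A in the same data. The score fell by 0.43 from HH13-14 to HH17-18, with an exact permutation p of 0.00357, the smallest this test can give. All 3 pools of HH17-18 were below all 3 of HH13-14. The median log2 fold change of the members, -0.32, was below that of all 10000 random lists matched on expression, and 10 of 12 members were lower. Past the threshold were 4, HMGA2, LIN28B, PRTG and NR6A1, all lower. Over 14 alternatives the score changed by -0.458 to -0.397, with p from 0.00357 to 0.0278. Over 19 alternatives for the interval the adjusted p of LIN28A ran from 6.34e-57, in the DESeq2 test, to 0.000349, in edgeR. With the neural tube score as a covariate, LIN28A had a log2 fold change of -1.74 (edgeR adjusted p 9.24e-06). The let-7 score changed by -0.387 with this covariate (exact permutation p of residuals 0.00357). The covariate moved LIN28A away from 0, from -1.70 without it, so that it removed none of the fall. That argues against a change of that tissue's share, as far as the score measures it, as the source for LIN28A. The covariate centred within stages, tried first, gave -1.705 for LIN28A, but centring fixes the stage means in advance, so that fit does not bear on the question. A fall of let-7 targets along with LIN28A may mark this interval, as a hypothesis. Mature let-7 was not measured, and gene length, GC content and shares of other cell types were not tested, so the pattern cannot be told apart from these.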
